A study of Mus musculus with 10 samples. Its data were reported in "Nrf2 overexpression rescues the RPE in mouse models of retinitis pigmentosa" (2021).

How the data were processed

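RNA abundance was measured by sequencing in the retinal pigment epithelium (RPE), the pigmented cell layer between the retina and the choroid, of wild-type CD1 mice at postnatal day 40 (P40). Each of the 5 mice gave 2 libraries. The GFP control eye had received a vector with GFP, and the Nrf2 eye of the same mouse that vector plus another with Nrf2, both AAV with the Best1 promoter. AAV is an adeno-associated virus used to carry a gene into cells, Best1 is a promoter active in the RPE, and Nrf2 is a transcription factor that turns on genes against oxidative stress. The Nrf2 eyes therefore received an additional vector, and no eye here received an equal amount of another vector. Per the study, the GFP vector had another capsid, with lower infectivity and toxicity for the RPE. The study reports RPE toxicity above a certain dose of vectors that express there. It places its Nrf2 vector doses under that level, while the upper end of its combined dose of both vectors lies over it. The Nrf2 vector carries the human coding sequence. Per the labels, the retina was taken out, the eyecup was cleaned of connective tissue, RNA was collected from it, and polyA RNA was amplified with a low-input kit before library preparation. Per the labels, sequencing took 2 runs. The titles of these 10 libraries share a date and a pool code, with no run that differs between the groups, so runs were not compared.

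The authors aligned the reads with STAR to the mm10 mouse genome with Ensembl transcripts and counted reads per gene with featureCounts. In parallel they estimated counts with Salmon, which they passed to DESeq2. Program versions, the strand setting and filters were not stated, nor which of the count tables was deposited. The deposited values are raw whole-number counts per Ensembl gene, with no normalization by the authors. The table held 47729 genes and 10 libraries, with 0 columns of other samples. Of these genes, 15729 had no count in any library. Gene symbols, positions, lengths and GC content were taken from GENCODE release M21, which uses the same genome build (GRCm38, mm10), and 47310 of the gene identifiers, 99.1%, had an entry there. The counting of overlapping genes on opposite strands is uncertain without the strand setting, and reads of genes with close copies could have been lost or shared.

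Library totals ran from 12298404 to 27310638 counts. A count of 0 allows up to 3 counts of a library's total, which is between 0.110 and 0.244 CPM here, where CPM are counts scaled to the library total. This floor covers counting error only, since amplified reads are not independent molecules. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom between any pair was 38.2.

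The eyes were paired by mouse, from the animal number in the labels. This was checked on the counts: the deviations of log2 CPM from the group means correlated across genes between the eyes of a mouse, with Pearson's r from 0.19 to 0.71 in the 5 mice, against a median of -0.08 (-0.42 to 0.28) between eyes of different mice. The ranges overlap, and 3 of the 5 mice lay under the highest value between different mice. Genes are not independent replicates, so these values only describe the pairing. All 10 libraries had Y-linked Ddx3y counts (956 to 2477) and at most 17 counts of Xist, so sex could not check the pairing.

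Differences between Nrf2 and control eyes were tested with edgeR 4.0.16 in R 4.3.3: genes with enough counts by filterByExpr, TMM normalization, the quasi-likelihood F test with the mouse as a block, and Benjamini-Hochberg adjustment with a threshold of 0.05. Every adjusted p-value of a gene is from this test. Log2 fold changes are the fitted values with a prior count. The standard error (SE) beside them is the SD of the 5 within-mouse differences of log2 CPM (prior count 2) divided by the square root of 5. Group values are the mean CPM ± SD of 5 eyes. Where all control libraries were at or under 3 counts, a fold was computed against that floor and is a lower bound. Gene lists were tested with camera from limma 3.58.1 with a preset correlation of 0.01 between genes, with fry and with camera's estimated correlation beside it, for each list with at least 4 tested genes, with Benjamini-Hochberg adjustment over the lists. Library totals were compared with an exact paired permutation test that flips the sign of the within-mouse differences.

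The comparisons, the alternatives and 21 gene lists were fixed before the data were examined. The lists cover glutathione, thioredoxin, the pentose phosphate pathway, superoxide and peroxide removal, NRF2 targets, genes of enzymes the study discusses (the study list), the visual cycle, RPE identity, phagocytosis, rods, cones, endothelium, fibroblasts, macrophages, T cells, antigen presentation, the interferon response, the ATF4 stress response, cholesterol synthesis, glycolysis and muscle. The T cell list had too few tested genes for a set test. A further 7 marker lists (microglia, monocytes, neutrophils, B and plasma cells, Mueller glia, inner retina neurons and choroidal melanocytes) were written after the first results were seen. The lists of T cells and the later markers are given as summed CPM, some with the median log2 fold change. Genes are named by a fixed rule: Nfe2l2, the 21 genes of the study list, and the 8 genes with the largest positive and the 8 with the largest negative log2 fold change among those with an adjusted p-value under 0.05, a mean log2 CPM of at least 2 and the same direction in all 5 mice. Other genes named were chosen after their values were seen, mostly as members of a list.

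The alternatives were no mouse block, DESeq2 1.42.0 with the block, DESeq2 size factors in edgeR, no filter on low counts, a mean of at least 50 counts, the rod list as a covariate, offsets for GC content (known for 99.6% of tested genes), a test against a fold change of 1.5 and leaving out each mouse in turn. The muscle list as a covariate and thinning all libraries to the smallest total were added after the data were seen. The edgeR test was first tested on simulated data for 16362 genes with the real library sizes, of which 200 were changed by a log2 fold change of 1 or 2 in either direction. It recovered 79% of the changed genes, 100% of those changed by 2, and 4.24% of its calls were false. Without any changed gene it made 0 calls. On the same 16362 genes DESeq2 recovered 81.5% of the changed genes, and 12.4% of its calls were false. All simulated genes shared the same dispersion, the spread between eyes beyond counting error, of 0.08. Their mouse effects (SD 0.3 on the log2 scale) were drawn independently for each gene. Carryover that moves many genes together was not simulated, so these rates may not hold for the real data. The RPE of degenerating mice that the study also profiled were not analysed here. The values of a single gene examined per library are not reported here.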

Results

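RNA was profiled in the RPE of 5 wild-type CD1 mice at P40, with 1 Nrf2 eye and 1 GFP control eye per mouse. The study included these mice to set the changes made by Nrf2 beside those of a degenerating eye. The total count per library was 19605239, 16230412, 14320320, 16743894 and 27310638 in the control eyes of mice 1 to 5. It was 21958875, 24589797, 26591586, 12298404 and 16472348 in their Nrf2 eyes. The means were 18842101 ± 5098245 counts (SD, n = 5) and 20382202 ± 5902986 counts (SD, n = 5). The Nrf2 eye had the larger total in 3 of 5 mice, and the mean log2 ratio of 0.10 did not differ from 0 (two-sided exact paired permutation test, p = 0.75, where the smallest p that 5 pairs allow is 0.0625). Between 22340 and 25535 genes had a count in a library, and the 100 most abundant genes took 23.6% to 27.3% of each library's counts. RNA of rods was present in very different amounts: the mean log2 CPM of the rod list ranged from 1.58 to 9.48 between libraries, with 9.48 in the control eye and 8.29 in the Nrf2 eye of mouse 2.

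The gene of the delivered factor was examined first. Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641, mm10), which encodes mouse Nrf2, had 88.7 ± 12.7 CPM (SD, n = 5) in control eyes and 353 ± 53.6 CPM (SD, n = 5) in Nrf2 eyes. Its log2 fold change was 1.97 (SE 0.11, adjusted p = 0.00030), with a rise in 5 of 5 mice. The vector carries the human sequence, so these counts can hold human reads that aligned to the mouse gene as well as reads of the mouse gene, and the gene counts do not separate them.

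To ask how widely the RPE transcriptome differed between the eyes, 16362 genes, holding 99.8% of all counts, were tested with edgeR. Of these, 1036 genes (6.33%) had an adjusted p-value under 0.05, 589 higher and 447 lower in the Nrf2 eyes. All 1036 moved in the same direction in all 5 mice, against 20.2% of all tested genes and 6.25% expected by chance for a gene with no difference. The paired test favours genes whose mice agree, so this agreement describes the called genes and is not separate evidence. Increases were larger than decreases: 269 of the higher genes changed by more than 2 on the log2 scale, and 33 of the lower genes did. The median log2 fold change of all tested genes was -0.01. The alternative that moved the count by the most genes was DESeq2, with 1808. The test against a fold change of 1.5, with 443 genes, moved it by the largest factor, and the rod list as a covariate gave 537.

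**Figure D1:**
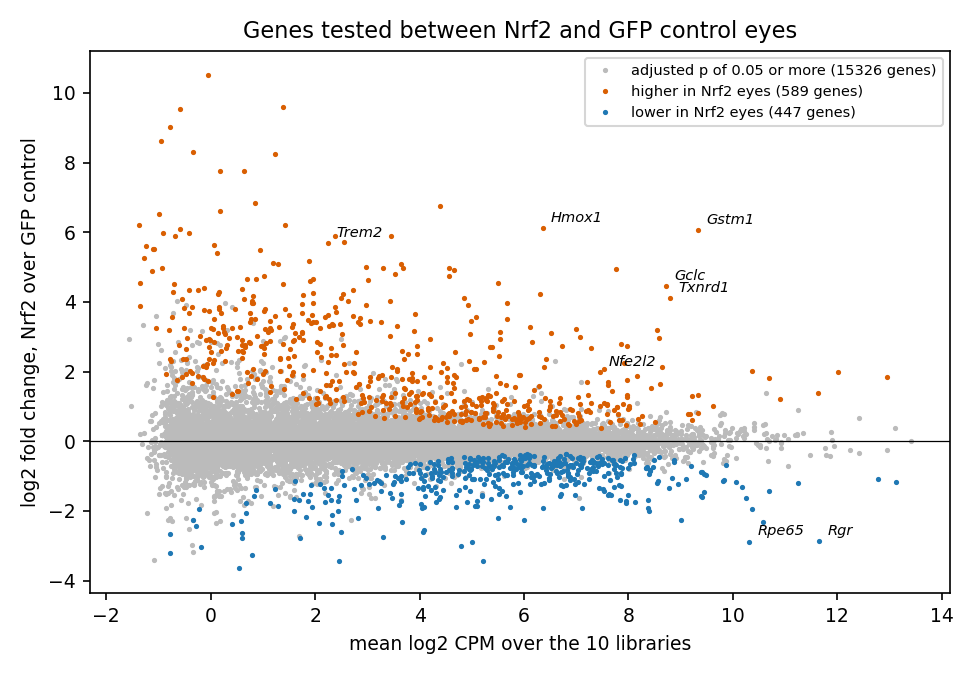
Each point is 1 of 16362 tested genes, with its mean log2 CPM over 10 libraries on the x axis and its log2 fold change (Nrf2 over GFP control) on the y axis. The 589 higher and 447 lower genes with an adjusted p-value under 0.05 are coloured, and increases reached larger log2 fold changes than decreases.

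Among the genes named by the fixed rule, the 8 largest increases were in Fbxo2, Hmox1, Gstm1, P2ry12, Acox2, Adm, Trem2 and Uchl1. Hmox1 (ENSMUSG00000005413, chromosome 8, 75093621 to 75100589), the gene of heme oxygenase, rose from 10 ± 2.95 to 693 ± 123 CPM (SD, n = 5 each), with a log2 fold change of 6.12 (SE 0.22, adjusted p = 5.0e-05). Gstm1 (ENSMUSG00000058135, chromosome 3, 108012255 to 108017973), a glutathione transferase gene in a family of similar neighbours that could share reads, rose from 80.4 ± 24.8 to 5384 ± 1119 CPM, with a log2 fold change of 6.07 (SE 0.17, adjusted p = 5.0e-05). Fbxo2 had the largest log2 fold change of the 8, 6.75 (SE 0.35), from 2.20 ± 1.39 to 225 ± 60.7 CPM. The log2 fold changes of Acox2 and Adm were 5.89 (SE 0.35) and 5.71 (SE 0.42). P2ry12 and Trem2, genes of microglia, rose by 5.90 (SE 0.58) and 5.69 (SE 0.79) from under 1 CPM in control eyes to 46.2 ± 31.3 and 42.3 ± 34.9 CPM. P2ry12 lies within the gene Med12l, which did not rise (log2 fold change -0.18). Uchl1 rose by 5.09 (SE 0.79), and its control value of 5.04 ± 8.24 CPM had an SD larger than the mean. All 8 had adjusted p-values of 0.00654 or less and rose in 5 of 5 mice.

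The 8 largest decreases were in Omg, Ermap, Trhde, Slco1c1, Rpe65, Rgr, Grik1 and Kcnj8, each lower in 5 of 5 mice. Rpe65 (ENSMUSG00000028174, chromosome 3, 159599175 to 159625321), which encodes the isomerase of the visual cycle, fell by 2.88 on the log2 scale (SE 0.30, adjusted p = 0.00170), from 3492 ± 779 to 547 ± 334 CPM (SD, n = 5 each). Rgr (ENSMUSG00000021804, chromosome 14, 37034909 to 37048964), the gene of an RPE opsin, fell by 2.87 (SE 0.34, adjusted p = 0.00291), from 8876 ± 2568 to 1426 ± 883 CPM. Omg fell by 3.44 (SE 0.56), Ermap by 3.43 (SE 0.40), Trhde by 3.01 (SE 0.35), Slco1c1 by 2.88 (SE 0.25) and Kcnj8 by 2.60 (SE 0.04). Omg lies within Nf1, whose log2 fold change was -0.13. Grik1 fell by 2.75 (SE 0.70, adjusted p = 0.0369), and it did not pass the threshold in 7 of the 14 alternatives that refitted it.

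A list of 21 genes was drawn up from the enzymes and transporters that the study discusses, in glutathione synthesis and use, thioredoxin reduction, superoxide and peroxide removal and the pentose phosphate pathway, which supplies NADPH. Where the text of the study names an enzyme family and no gene, as for the Ggt genes, Sod1, Sod3, Gpx1 and Gpx3, members of the family were chosen here. All 21 were tested, and 13 had an adjusted p-value under 0.05 over all genes, each higher in Nrf2 eyes in 5 of 5 mice. Adjusted over the list alone, 17 passed. Some of the genes were named by the study from its own results, so neither count is independent evidence. The same holds for tests of this list as a whole. Under the alternatives between 12 and 17 of the 21 passed over all genes, with the most under DESeq2.

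Gclc (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485), the catalytic subunit of the first enzyme of glutathione synthesis, rose from 90.1 ± 17.7 to 1974 ± 127 CPM (SD, n = 5 each), a log2 fold change of 4.46 (SE 0.14, adjusted p = 5.0e-05). Its partner Gclm (ENSMUSG00000028124, chromosome 3, 122245557 to 122270732) rose from 139 ± 26.5 to 1073 ± 87.7 CPM, a log2 fold change of 2.95 (SE 0.11, adjusted p = 0.00010). Txnrd1 (ENSMUSG00000020250, chromosome 10, 82833951 to 82897712), thioredoxin reductase 1, rose from 108 ± 16.1 to 1860 ± 151 CPM, a log2 fold change of 4.10 (SE 0.09, adjusted p = 5.0e-05). The cystine transporter gene Slc7a11 rose by 3.52 (SE 0.15), the efflux transporter gene Abcc4 by 2.79 (SE 0.09), Ggt5 by 2.77 (SE 0.41), Pgd by 2.25 (SE 0.15), Gss by 2.12 (SE 0.12), Gsr by 1.61 (SE 0.08), G6pdx by 1.26 (SE 0.19), Gpx4 by 1.21 (SE 0.16), Taldo1 by 1.02 (SE 0.05) and Cat by 0.57 (SE 0.11). Gss shares its locus with Acss2, which rose by 1.10, and G6pdx with Ikbkg, which changed by 0.12.

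The other 8 of the 21 did not pass the threshold over all genes. The text of the study names none of them individually as changed, though it does so for some of their families. Ggt7 was nearest, with a log2 fold change of 1.09 (SE 0.25, adjusted p = 0.0501), and passed in 7 of 14 alternatives. It overlaps Acss2, which has more counts and rose by 1.10, so reads of Acss2 could add to this value. Sod2, Gpx1 and Ggt1 rose by 0.37, 0.51 and 0.52 in 5 of 5 mice each, with adjusted p-values of 0.0922, 0.0979 and 0.113. These 3 and Ggt7 passed when adjusted over the list alone. Gpx3 rose by 0.83 (SE 0.48, adjusted p = 0.301) with a large spread between mice. Leaving out each mouse in turn, its value ran from 0.42 (without mouse 5) to 1.08 (without mouse 2). Sod1 and Sod3 changed by 0.17 and 0.41 and rose in 3 of 5 mice, less than their spread. The Sod3 value ran from 0.11 (without mouse 5) to 0.64 (without mouse 1). Ggt6 was the one gene of the list that was lower, by -0.27 (SE 0.13, adjusted p = 0.623). Cat kept its direction in all 14 alternatives, but lost its call with the rod covariate and in the fits without mouse 2, 3, 4 or 5.

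**Figure D2:**
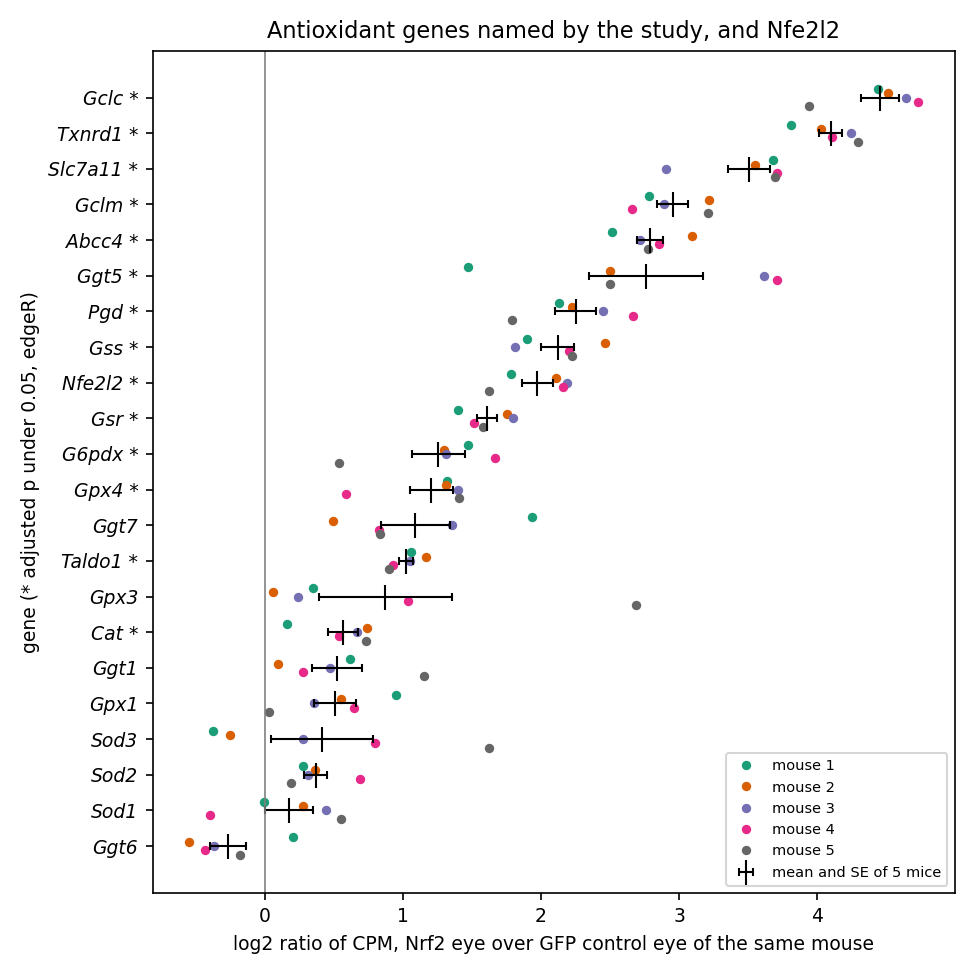
Dots show the log2 ratio of CPM between the Nrf2 eye and the control eye of each of 5 mice (x axis) for the 21 genes of the study list and Nfe2l2 (y axis), where black marks are the mean and SE, and a star marks an adjusted p-value under 0.05. From Gclc at 4.46 down to Cat at 0.57, every starred gene was higher in the Nrf2 eye of every mouse.

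Whole gene lists were then tested to ask which pathways and cell types moved together. Of 20 lists, 13 passed with camera at a preset correlation, 9 higher and 4 lower. Of these 13, 9 also passed with fry, and 3 passed all tests, including camera with an estimated correlation. Those 3 were the NRF2 target list, the glutathione list and the study list. The NRF2 target list (30 genes) had a median log2 fold change of 1.88 (adjusted p = 6.0e-37, fry 8.6e-06, estimated correlation 0.0101), with 26 genes higher at an adjusted p-value under 0.05 and 29 of 30 with a positive log2 fold change. The mean log2 CPM of this list was 6.66 ± 0.12 in control and 9.01 ± 0.06 in Nrf2 eyes (SD, n = 5 each). The glutathione list (47 genes) had a median of 0.71 (adjusted p = 2.6e-13, fry 1.2e-05, estimated correlation 0.00833), with 18 genes higher and 3 lower, and its mean rose from 4.86 ± 0.04 to 5.94 ± 0.06 log2 CPM. The study list had a median of 1.21, and it holds genes that the study named from its own results. These lists overlap: 9 of the 30 NRF2 targets and 12 of the 47 glutathione genes are in the study list. The thioredoxin list (15 genes, median 0.20), the pentose phosphate list (12 genes, median 0.12, and 0.27 without mouse 3) and the superoxide and peroxide list (4 genes, all in the study list, median 0.39) were higher with camera (adjusted p = 0.00015, 0.0105 and 0.0257) and with fry, but not with an estimated correlation. In the first 2 of them, 4 genes each passed on their own. The superoxide and peroxide list did not pass without mouse 3 (median 0.47) or without mouse 5 (median 0.26).

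The visual cycle list (12 genes) was lower, with a median log2 fold change of -1.28 (adjusted p = 1.7e-08, fry 0.0136, estimated correlation 0.295). Its mean was 9.96 ± 0.39 log2 CPM in control and 8.72 ± 0.61 in Nrf2 eyes (SD, n = 5 each), lower in 5 of 5 mice. Of its genes, 10 were lower at an adjusted p-value under 0.05, among them Rpe65, Rgr, Lrat (-2.26, SE 0.27) and Rlbp1 (-1.93, SE 0.24). Ttr, the most abundant gene of the list, did not differ (log2 fold change 0.00, SE 0.31, adjusted p = 0.998), and Rbp4 rose by 1.99. The RPE identity list (22 tested genes) had a median of -0.28 (adjusted p = 0.00015, fry 0.0147, estimated correlation 0.309), with 10 genes lower and 0 higher at an adjusted p-value under 0.05, and 7 of 22 with a positive log2 fold change. The macrophage list (13 genes) was higher, with a median of 4.03 (adjusted p = 8.9e-13, fry 0.00747, estimated correlation 0.268), 10 genes higher and a rise of the list mean in 5 of 5 mice, from 1.80 ± 0.59 to 5.15 ± 0.76 log2 CPM (SD, n = 5 each). C1qa rose from 4.88 ± 2.23 to 166 ± 107 CPM and Tyrobp from 2.40 ± 1.38 to 71.2 ± 43.5 CPM, while Csf1r, at 196 ± 50.5 CPM in control eyes, was at 142 ± 58.9 CPM (adjusted p = 0.301).

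**Figure D3:**
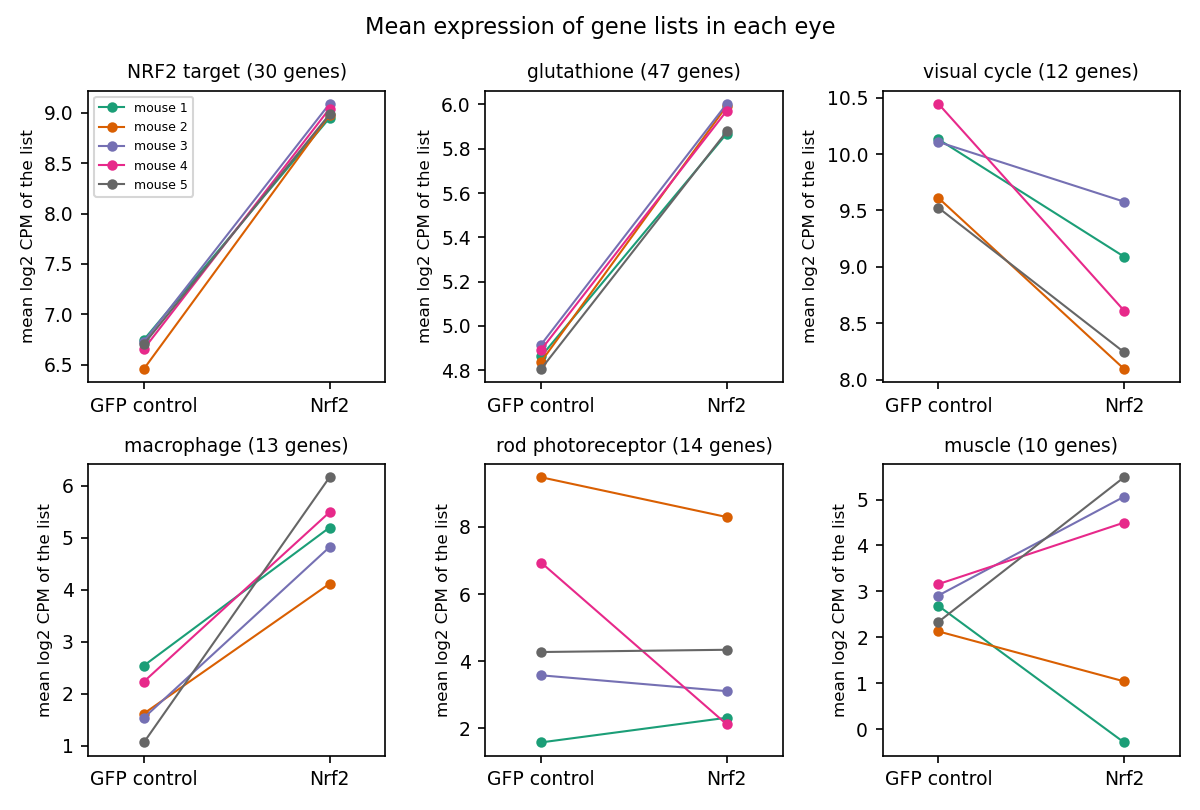
Each panel shows the mean log2 CPM of a gene list (y axis) in the GFP control and Nrf2 eye of each of 5 mice, joined by a line. The NRF2 target, glutathione and macrophage lists rose and the visual cycle list fell in 5 of 5 mice, while the rod and muscle lists differed widely between eyes and in both directions.

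The remaining lists moved less or not in all tests. Antigen presentation (median 0.73, adjusted p = 4.0e-05, fry 0.0784) and the interferon response (median 0.41, adjusted p = 0.00507, fry 0.156) were higher with camera only, and the interferon list no longer passed without mouse 4 (median 0.08) or with the rod covariate (median 0.06). The interferon median was 0.68 without mouse 3 and 0.62 without mouse 5. Rods (median -1.05, adjusted p = 0.0143, fry 0.444) and cholesterol synthesis (median -0.17, adjusted p = 0.0156, fry 0.354) were lower with camera only. The rod list did not pass without mouse 4 (median -0.34). The cholesterol list did not pass without mouse 3 (median -0.06), without mouse 5 (median -0.08) or with the muscle covariate (median -0.13). Phagocytosis (median 0.37) passed with fry (0.0136) but not with camera (adjusted p = 0.0554). The list moved both ways at an adjusted p-value under 0.05. There, 3 genes were higher (Ctsd by 1.85, Gas6 by 0.77, Lamp2 by 0.60) and 2 lower (Mertk by -0.98, Itgav by -1.23). The phagocytosis list passed with camera without the block, with DESeq2, without a filter on low counts, with a mean of at least 50 counts, after thinning and without mouse 1. Cones (-0.69), endothelium (0.32), fibroblasts (0.24), muscle (0.74), glycolysis (0.11) and the ATF4 stress response (0.09) did not pass with either test. Leaving out each mouse in turn, the median ran from -0.15 (without mouse 5) to 1.63 (without mouse 1) for muscle, from -0.0095 (without mouse 4) to 0.75 (without mouse 1) for fibroblasts and from 0.09 (without mouse 5) to 0.54 (without mouse 4) for endothelium. It ran from 0.04 (without mouse 5) to 0.19 (without mouse 1) for glycolysis and from 0.04 (without mouse 5) to 0.19 (without mouse 2) for the ATF4 stress response. Muscle, fibroblasts, glycolysis and cones passed with camera without mouse 1, cones also without mouse 3, and endothelium without mouse 4. Endothelium also passed with the rod covariate (median 0.59), fibroblasts with DESeq2 (median 0.25) and cones without a filter on low counts (median -0.80).

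**Figure D4:**
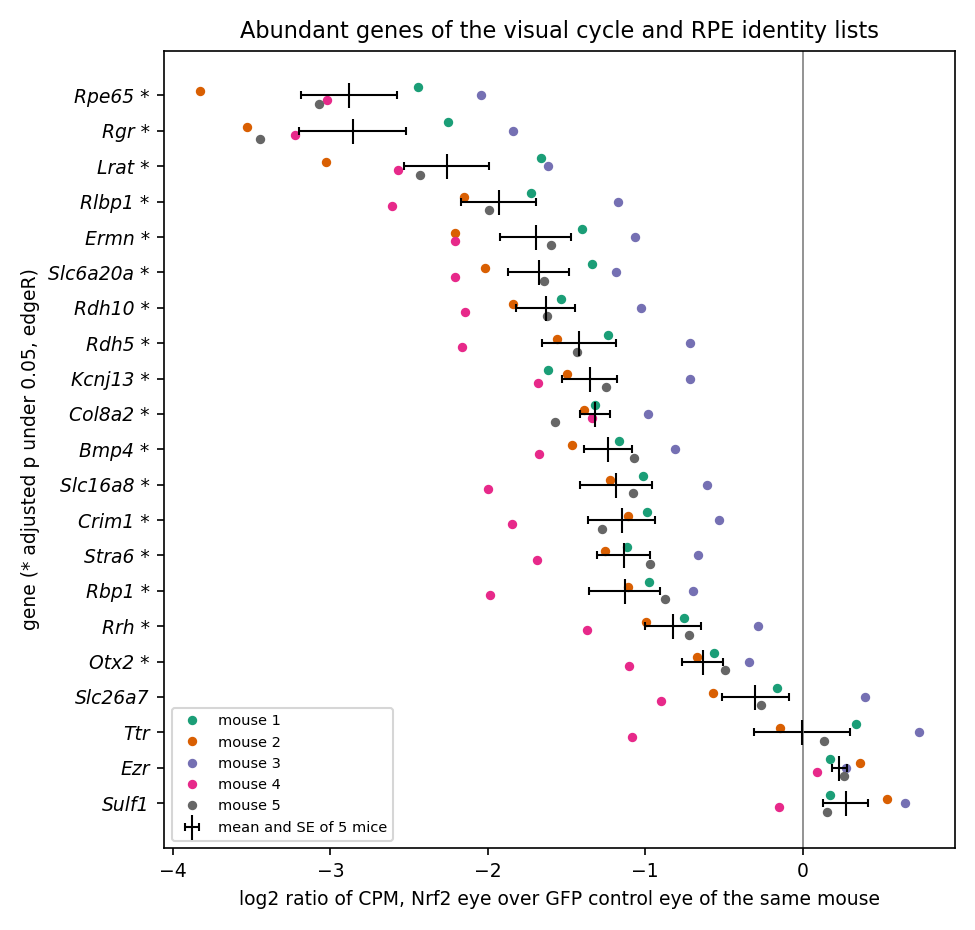
Dots show the log2 ratio of CPM between the Nrf2 eye and the control eye of each of 5 mice (x axis) for the 21 genes of the visual cycle and RPE identity lists with a mean of at least 100 CPM that are not melanocyte markers (y axis), where black marks are the mean and SE, and a star marks an adjusted p-value under 0.05. The log2 fold changes spread from -2.88 for Rpe65 to 0.27 for Sulf1, with 15 genes below -1 and 4 genes above -0.5.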

Values the study reported

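For wild-type CD1 mice at P40, the study counted 1807 genes as changed by Nrf2 in the RPE. It used 5 paired replicates in that comparison.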

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

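Among 118 groups of 5 values checked for a library far from the others, 2 stood out, where chance gives about 5.9. Their number is therefore no evidence of a special library, and the tests below were chosen after the values were seen.

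The Nrf2 eye of mouse 2 lay above the other 4 Nrf2 eyes in cone RNA. Its mean log2 CPM of the cone list was 3.89, against 0.47 to 1.37 in the others. A piece of neural retina left in the eyecup would bring its other cells too. The summed CPM of 10 inner retina neuron genes was 989 in this library, 7.41 times the highest of the other Nrf2 libraries (134), and it was 802 in the control eye of mouse 2, against at most 141 in the other control eyes. This is consistent with neural retina carried over in both eyes of mouse 2. No biological explanation was tested.

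Taldo1 stood out in the Nrf2 eye of mouse 3, with a log2 CPM of 10.35 against 10.02 to 10.11 in the other Nrf2 eyes. This library had the largest total of the Nrf2 group, 26591586 counts. The gap to the next library was 0.730 of the range with all counts. After all libraries were thinned to the smallest total, it was still 71.5% of the range, just above the critical 71%. Thinning therefore left most of the gap, which argues against depth as its whole cause. The margin over the critical value is small, and the comparison rests on 1 library. With so few stand-out groups, chance stays open, and no biological explanation was tested.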

How the results depend on the processing

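The mouse block was the main design. In the fit with no pairing of the eyes, 755 genes had an adjusted p-value under 0.05 in place of 1036, of which 687 were shared with the paired result, and all 1036 kept their direction. Without the block, the call of Grik1 was lost, the rod and cholesterol lists no longer passed, and phagocytosis passed. No other named gene or list tested changed its call there.

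The count of changed genes moved by more than 1.5 times under 3 alternatives that kept all mice. DESeq2 with the block gave 1808 genes, 1059 higher and 749 lower, and 1035 of the 1036 were among them. It tested 19913 genes, against 16362 with edgeR, so the counts come from different sets of genes. On simulated counts it also made more false calls, in a simpler setting than these data. The test against a fold change of 1.5 gave 443, which asks for a larger change by construction. The rod list as a covariate gave 537, of which 521 were shared, and the cause was not tested. Leaving out each mouse in turn gave from 584 to 857 genes, the lowest without mouse 2, with fewer samples in each fit. The count was 613 without mouse 4 and 683 without mouse 5. DESeq2 size factors (1049), no filter on low counts (1168), a mean of at least 50 counts (919), GC offsets (1060), the muscle covariate (1233) and thinning (1002) stayed within 1.5 times. The share of higher genes was 56.9% with all mice and the block. Over the alternatives it ran from 54.3% (a mean of at least 50 counts) to 74.9% (the test against a fold change of 1.5), with 69.3% without the block, 65.7% with the rod covariate and 70.4% without mouse 2.

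Nfe2l2 rose by 1.89 to 2.06 and passed in all 14 alternatives. The number of changed study genes stayed between 12 and 17, and the number of changed lists between 10 and 18, except with camera's estimated correlation, where it was 3. With that test the thioredoxin (median 0.20), pentose phosphate (0.12), visual cycle (-1.28) and macrophage (4.03) lists no longer passed. The medians are the same there by construction, since only the correlation allowed between genes differs. In the refits, the visual cycle median ran from -1.37 to -1.09 and the macrophage median from 3.53 to 4.26, and both kept their calls. The NRF2 target and glutathione medians ran from 1.82 to 1.96 and from 0.55 to 0.79.

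Directions reversed for 3 lists, and none of the reversed values passed. The rod list, which had passed with a median of -1.05, had a median of 0.0521 with its own covariate, which takes up its signal by construction. The fibroblast median, which had not passed, was -0.29 with the rod covariate. Leaving out each mouse in turn it ran from -0.0095 (without mouse 4) to 0.75 (without mouse 1, where it passed). The muscle median, which had not passed, was -0.18 with its own covariate, and ran from -0.15 (without mouse 5) to 1.63 (without mouse 1, where it passed). The cause of the fibroblast reversals and of the changes without single mice was not tested. Over named genes and the other lists, 678 results were the same under an alternative, 32 weaker, 27 stronger and 5 reversed. Of the 38 named genes, 32 kept their direction and call in all 14 alternatives. The mean log2 ratio of library totals was 0.10 with and without the 100 most abundant genes. Depth limits genes near the floor of 0.110 to 0.244 CPM, for which fitted fold changes depend on the prior count.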

Other observations

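The rod and GC alternatives were planned with the comparisons. The test of library size by thinning was added once the counts were at hand, and those of neural retina carryover and of whole lists of blood cells once the macrophage rise had been noticed, each before its own value was seen. The tests of muscle, of the share of RPE RNA, of S100a8 and S100a9 and of Ighg2c were chosen after the result was seen. That of S100a8 and S100a9 was chosen because of the outcome of the test on whole lists, and that of the RPE share replaced a simpler one.

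The count of changed genes here was 1036. That is lower than the value quoted from the study above. With DESeq2 and the mouse as a block, the count here was 1808. That is close to the value quoted, but which genes are shared was not analysed here. The text of the study gives no threshold or model formula for its count, which came from Salmon estimates. The closeness of the counts is therefore no measure of how far the results match.

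The 10 libraries can be split into groups of 5 in 126 ways. With the mouse as a block, 100 splits were computed: all 16 that part the eyes of every mouse, and 84 drawn from the others. The real split alone, 1 of 100, gave as many changed genes, and the real split alone, 1 of 100, gave as many changed study genes. The 84 splits that part only 1 or 3 pairs leave that many mice to compare, so their 0 genes at an adjusted p-value under 0.05 (at most 2600 unadjusted) say little. Of the 16 that part every pair, the real one alone gave as many, a share of 0.0625, the smallest these allow, so the splits do not exclude chance by themselves. The other 15 gave 0 genes at an adjusted p-value under 0.05 and at most 1499 at an unadjusted p-value under 0.05, against 3128. The number of changed lists is different: counting the real split, 7 of the 100 splits and 2 of the 16 that part every pair gave 13 lists or more with camera's preset correlation. The second of these 2 gave 14. The count of lists is therefore no larger than other groupings of these eyes can give.

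Technical trends may add to the 1036 changed genes. With the rod list as a covariate, 521 of them were still called, 340 higher and 181 lower, and all 1036 kept their direction. That is only just over 0.5 of them, so it argues weakly against rod carryover as the whole cause, and leaves open that rods contribute to the genes lost. After thinning all libraries to the smallest total 943 were still called, and with GC offsets 1019, which argues against library size and GC content as the whole cause. The additional vector in the Nrf2 eyes stays open, since it was not tested.

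The rise of the macrophage list was among the largest changes. In the marker lists written later, 12 of 12 microglia genes rose (median log2 fold change 3.88, 11 past the threshold), and their summed CPM went from 157 ± 21.2 to 818 ± 410 (SD, n = 5 each), higher in 5 of 5 mice. None of the macrophage genes is in another list, and 10 of the 13 had over 1 CPM in control eyes. Carryover of neural retina would raise rods too, but the rod list was not higher. Mueller glia and inner retina neurons had log2 ratios of summed CPM of 0.03 and 0.27, which decide little. The neuron sum was far larger in mouse 2 (802 CPM in control, 989 CPM in Nrf2) than in other eyes (at most 141 CPM), and rose in 4 of 5 mice. The Mueller sum (2814 ± 415 CPM in control eyes) did not spread like the neuron sum (231 ± 321 CPM), so it may not follow carryover. The macrophage median was 4.11 with the rod covariate. With the muscle list as a covariate it was 3.88, so muscle left on the eyecup does not account for it either. A lower share of RPE RNA would raise every other cell type alike. The higher of the endothelium and fibroblast medians was 0.32 (the endothelium median was 0.59 with the rod covariate, where it passed). Leaving out each mouse in turn, neither exceeded 0.75, while the macrophage median was at least 3.53. The choroidal melanocyte median was 0.20, but its 6 genes are also in the RPE identity list, so it cannot serve here. Blood cells were tested first on whole lists, with the largest log2 ratio of summed CPM among the neutrophil, monocyte, T cell and B cell lists set against that of the microglia list (2.38). It was 2.94, for neutrophils, so this test points towards blood cells. The ratio was 1.59 for T cells (0.58 without mouse 4), 0.04 for monocytes and -0.22 for B and plasma cells. The neutrophil rise came from Csf3r and Mmp9, at 0.66 and 0.69 CPM in control eyes and 16.8 and 14.3 CPM in Nrf2 eyes. Because of that outcome, S100a8 and S100a9, abundant transcripts of neutrophils, were then examined. They summed to 1.15 ± 1.10 CPM in control and 1.05 ± 0.80 CPM in Nrf2 eyes, a log2 ratio of -0.13, which argues against neutrophils but not against other blood cells. Of the 100 splits, 15 gave as large a shift of the macrophage list, 14 of which part only 1 or 3 of the pairs, so that they compare fewer mice and partly repeat the same comparison. Of the 16 that part every pair, the real one alone did, a share of 0.0625, the smallest these allow. The splits therefore do not decide this list, of which 10 of 13 genes passed on their own. Blood cells stay open, along with more microglia or macrophages, or the same cells in another state, in answer to Nrf2 or to the additional vector.

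The fall of the visual cycle genes may be a change in the RPE cells or a smaller share of RPE RNA. Either could be an answer to Nrf2 or to the additional vector, which was not tested. If the RPE share were the whole cause, abundant RPE genes would fall by a common factor. Of 21 such genes, 14 lay on the same side of the mean fall of these genes in all 5 mice, 8 below it and 6 above, where chance gives 1.31. Rpe65 fell by 2.88 and Otx2 by 0.63, while Ttr (11543 CPM in control and 11751 CPM in Nrf2 eyes), Ezr and Sulf1 did not fall. The first test counted genes that did not fall by 0.5 or more on the log2 scale, which were 4 of the 21. It had no chance level and was replaced after its value was seen. The test that replaced it argues against a lower RPE share as the whole cause only if these genes come from the RPE alone. That was not tested, and genes also read in other cells would stay above the mean fall under a pure loss of RPE RNA. Since 15 of the 21 genes fell by over 2-fold, a partial loss of RPE RNA stays open in any case. The visual cycle median was -1.10 with the rod covariate and -1.28 with GC offsets, which argues against both trends. Of the 100 splits, 18 gave as large a shift, 17 of which part 1 or 3 pairs and partly repeat the same comparison. Of the 16 that part every pair the real one alone did, the smallest share these allow. The splits therefore do not decide this list either, of which 10 of 12 genes passed on their own.

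Ighg2c, an immunoglobulin heavy chain gene (chromosome 12, 113285325 to 113288932) chosen after its values were seen, was at 0.34 ± 0.41 CPM in control and 23.8 CPM in Nrf2 eyes (SD, n = 5), with a rise in 5 of 5 mice and an adjusted p-value of 0.00079. Ighm rose as well, from 1.37 ± 0.92 to 14.6 ± 8.02 CPM (adjusted p = 0.00809). B or plasma cells would bring light chains, but Igkc was at 0.72 ± 0.22 and 0.61 ± 0.28 CPM, and the B and plasma cell list had a log2 ratio of -0.22. The reads behind these genes may come from heavy chain transcripts without B cells or from sequence they share with something else, which gene counts do not resolve.

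T cell genes were low in 9 libraries, with summed CPM from 1.72 to 6.56 for 10 genes, and reached 29.7 in the Nrf2 eye of mouse 4.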
